A study of Mus musculus with 12 samples. Its data were reported in "CTCF mutation at R567 causes developmental disorders via 3D genome rearrangement and abnormal neurodevelopment" (2024).

How the data were processed

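CTCF ChIP-seq was carried out on brain, heart and lung of mouse embryos at embryonic day 18.5 that were wild type or homozygous for the R567W change in Ctcf. CTCF is a zinc-finger protein that binds DNA at a core motif and, at some sites, also at an upstream motif. The labels gave 12 samples, made up of 6 CTCF ChIP libraries and 6 input libraries, with 1 library per tissue, genotype and kind. The 6 peak lists of the ChIP libraries were analysed, and read-level data and signal tracks were not used here. Groups were taken from the labels alone.

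Per the study's methods and the labels, chromatin was cross-linked and sonicated, and an equal amount of chromatin from HEK293T, a human embryonic kidney cell line, was added to each group as a spike-in. The authors trimmed reads with Trim Galore, aligned them with Bowtie2 to a mixed mouse and human genome, kept uniquely mapped reads of high mapping quality, separated the species and called peaks with MACS2 at default options. Each deposited list belonged to a single library, so peaks were not called on pooled samples. Spike-in scale factors do not enter a peak list, so the lists carry no correction for a global change in binding. Which input library served as the control of each list was not stated.

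Each deposited line held a region, a summit and 4 measures made by the authors' peak caller. The deposited score is a whole number derived from the q-value and was not used. The deposited fold enrichment is the ratio of the summit pileup to the local background, each with a pseudocount of 1. The deposited p-values and q-values were given as −log10 values. Fold enrichment is the authors' value throughout. It was used to describe, rank or filter peaks within a list and, together with the p-value, to recover the summit pileup and local background, which were also compared between lists. Lines that shared a region were counted once, with the summit of highest fold enrichment standing for the region.

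The genome was GRCm38, which every peak position fitted, and genes were taken from the basic GENCODE release M21. Overlaps were computed with bedtools 2.31.1 and required at least 1 bp. Shares were given with 95% Wilson intervals and differences between shares with 95% Newcombe intervals. Both cover counting error only. Since there was 1 library per tissue and genotype, no test was made between the genotypes of a tissue, and peaks were not treated as replicates. Over the 3 tissues, the log2 ratio of peak number and the difference tied to the upstream motif were tested with an exact two-sided sign-flip permutation test, whose smallest possible p is 0.25.

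Summit pileup and local background were recovered by solving the peak caller's fold enrichment and Poisson p-value together, on the assumption of a whole-number pileup. Reads per kb of effective genome were then taken from the lowest background of a list and its shortest region, as a relative depth. The effective genome size was not stated, so no absolute read number is given. In simulated peaks, 100% of 20000 pileups were recovered.

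The core motif was scored with a matrix of 19 columns learned from the 2000 wild-type brain peaks of highest fold enrichment, of which 1906 contributed a site, starting from the consensus CCASYAGRKGGCRS. It was called within 100 bp of the summit on either strand at p of 1e-04 or less, and windows centred 1100 bp from the summit served as background. The upstream motif was the consensus TGCAGTNCC with at most 2 mismatches, on the same strand, within 30 bp 5′ of the core motif. A mirrored window of 30 bp downstream served as its background. In simulated windows of random sequence, 100% of 714 planted upstream motifs were found, and 8.55% of 1660 core motifs without a planted one were called by chance. The planted motifs matched the consensus exactly and were counted only where the core motif was called. The 100% thus checks the code and does not measure how often imperfect motifs are found. A promoter peak had its summit within 1 kb of a transcription start site, and other peaks were assigned to exon, intron or intergenic sequence in that order.

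Merged sites were the union of the regions of all 6 lists. The number of sites lost in all 3 tissues was set against the number predicted by independent loss. The clustered protocadherin locus ran from the first to the last Pcdha, Pcdhb or Pcdhg gene. Named sites were chosen by a rule: the peaks of this locus as counts, the 2 peaks of highest fold enrichment without an overlap in each list, and the 3 merged sites with a wild-type peak in every tissue, no mutant peak in any and the smallest sum of wild-type fold-enrichment ranks. Alternatives were a −log10 q of at least 5, other definitions of overlap, lists cut to equal length, autosomes only, all summit lines, stricter motif calls, a matrix from mutant brain peaks, a promoter distance of 2 kb and standardisation over deciles of fold enrichment. These choices were made before the data were examined. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.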

Results

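The comparison in this series is between wild-type embryos and embryos homozygous for R567W, and its question is where CTCF occupies the genome in each. Peak lists from 3 organs, namely brain, heart and lung, address it. Each tissue and genotype was represented by 1 ChIP library, so no difference below has a replicate check. In brain, 36034 peak regions were listed in the wild type and 38390 in the mutant. In heart, the numbers were 21059 and 11515. In lung, they were 44386 and 32498. The median fold enrichment was 13.0 and 10.3 in wild-type and mutant brain, 9.72 and 9.91 in heart, and 11.5 and 17.7 in lung.

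The depth behind each list was recovered from the peaks themselves. A whole-number summit pileup solved 100% of the lines of each list. The relative depth lay between 7.14 and 9.27 reads per kb of effective genome, so the lists rested on libraries of similar size. The mutant library was 1.04 times as deep as the wild-type library in brain, 1.12 times in heart and 0.912 times in lung. The median summit pileup was 40 and 34 reads in wild-type and mutant brain, 29 and 31 in heart, and 55 and 47 in lung.

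The local background behind the fold enrichments differed in the wild-type lung list. Its median was 6.97 times the genome background in the quintile of highest pileup, and between 1.11 and 1.42 times in the other 5 lists. Fold enrichments of wild-type lung peaks are thus lowered relative to their pileup.

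**Figure D1:**
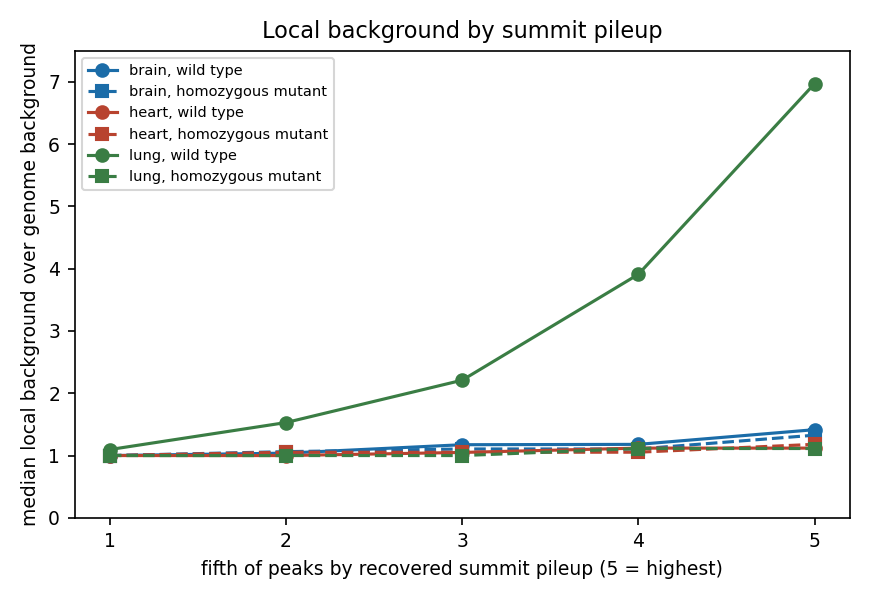
Median local background over genome background (y axis, a ratio) in 5 equal groups of the peaks of each list ordered by recovered summit pileup (x axis, 5 is the highest), with a line per tissue and genotype. The wild-type lung line rises to 6.97, while the other 5 lines end between 1.11 and 1.42.

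The ratio of mutant to wild-type peak number was 1.07 in brain, 0.547 in heart and 0.732 in lung. The mean log2 ratio was -0.41 ± 0.48 (SD, n = 3 tissues), with p = 0.5 in the exact two-sided sign-flip permutation test. This test cannot give a p below 0.25 with 3 tissues. The alternative that moved the brain ratio most was a −log10 q of at least 5 in both lists, which gave 1.02.

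Next, the overlap of the lists within each tissue was examined. A mutant peak overlapped 81.5% of wild-type brain peaks (Wilson 95% interval 81.1 to 81.9%), 50.6% of wild-type heart peaks (49.97 to 51.32%) and 67.0% of wild-type lung peaks (66.6 to 67.4%). Conversely, a wild-type peak overlapped 75.5% of mutant brain peaks (75.1 to 76.0%), 92.9% of mutant heart peaks (92.4 to 93.3%) and 90.9% of mutant lung peaks (90.6 to 91.2%). The retained share depended on list length. When both lists of a tissue were cut to equal length by −log10 q, it was 80.5% in brain, 71.3% in heart and 81.1% in lung.

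Retention fell with the strength of the wild-type peak in every tissue. In the quintile of highest fold enrichment, 99.2% of brain peaks (98.99 to 99.40%), 85.1% of heart peaks (84.0 to 86.2%) and 92.8% of lung peaks (92.2 to 93.3%) were overlapped by a mutant peak. In the quintile of lowest fold enrichment, the shares were 56.3% (55.1 to 57.4%), 16.7% (15.6 to 17.8%) and 29.7% (28.8 to 30.7%).

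**Figure D2:**
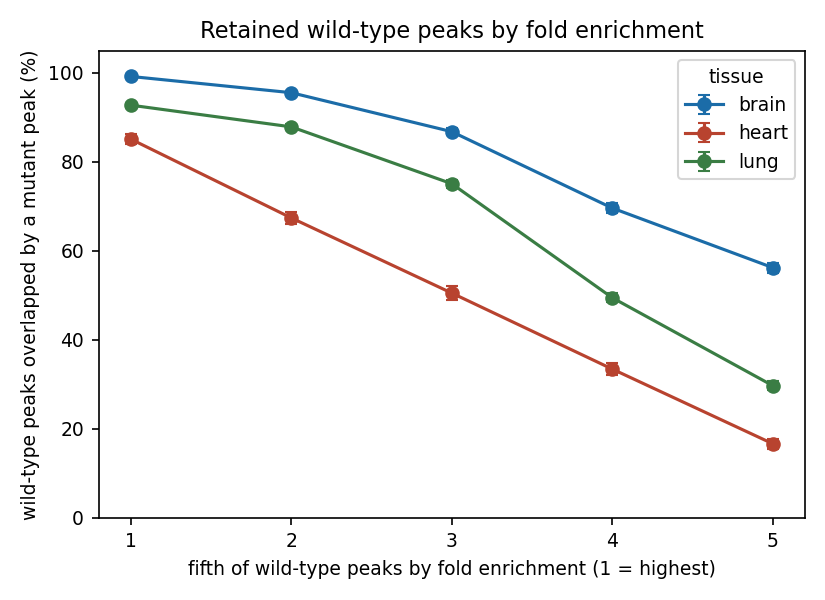
Share of wild-type peaks overlapped by a mutant peak (y axis, percent) in 5 equal groups of the wild-type list ordered by fold enrichment (x axis, 1 is the highest) in brain, heart and lung, with Wilson 95% intervals as bars. The share falls at each step in all 3 tissues, in heart from 85.1% to 16.7%.

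The core motif was then located under the summits. It was present in 83.1% of wild-type brain peaks, 87.1% of wild-type heart peaks and 79.0% of wild-type lung peaks, against 4.62%, 4.69% and 4.57% of windows beside the same peaks. Wild-type-only peaks, meaning those without a mutant overlap, held it less often than shared peaks. The shares were 73.2% (72.1 to 74.2%) and 85.4% (85.0 to 85.8%) in brain, 81.1% (80.3 to 81.8%) and 92.9% (92.4 to 93.4%) in heart, and 66.9% (66.1 to 67.7%) and 84.9% (84.5 to 85.3%) in lung. This difference followed peak strength: after standardisation over deciles of fold enrichment it changed sign in brain, to 0.521 percentage points, and in lung, to 2.78 percentage points, and remained at -4.65 percentage points in heart. Mutant-only peaks held the core motif in 58.1% of cases in brain (57.1 to 59.1%), 77.8% in heart (74.8 to 80.5%) and 52.9% in lung (51.1 to 54.7%).

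Whether binding depends on the upstream motif was asked among wild-type peaks with a core motif. The upstream motif was called at 28.2% of them in brain, 26.7% in heart and 28.4% in lung, and its consensus was called in the mirrored downstream window at 14.4%, 14.1% and 14.6%. Sites with at most 1 mismatch had a preferred spacing. The motif ended 8 bp before the core motif at 79.4% of 3647 such brain peaks, 69.2% of 1707 heart peaks and 80.6% of 4419 lung peaks.

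Peaks with the upstream motif were retained less often. In brain, a mutant peak overlapped 79.0% of peaks with the motif (78.1 to 79.8%) and 85.6% of those without it (85.1 to 86.0%). In heart, the shares were 46.5% (45.1 to 47.9%) and 56.8% (55.9 to 57.6%). In lung, they were 64.8% (63.9 to 65.7%) and 74.9% (74.4 to 75.4%). The differences were -6.61 percentage points in brain (Newcombe 95% interval -7.61 to -5.63), -10.3 in heart (-11.9 to -8.66) and -10.1 in lung (-11.2 to -9.01). Their mean was -9.00 ± 2.07 percentage points (SD, n = 3 tissues), with the same sign in 3 of 3 tissues and p = 0.25, the smallest value that the exact two-sided sign-flip permutation test can give here. The same consensus in the mirrored window gave -1.86 percentage points in brain (-3.11 to -0.658), 1.12 in heart (-0.953 to 3.18) and -2.90 in lung (-4.26 to -1.55). Allowing at most 1 mismatch moved the upstream result most, to a mean of -16.0 percentage points.

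**Figure D3:**
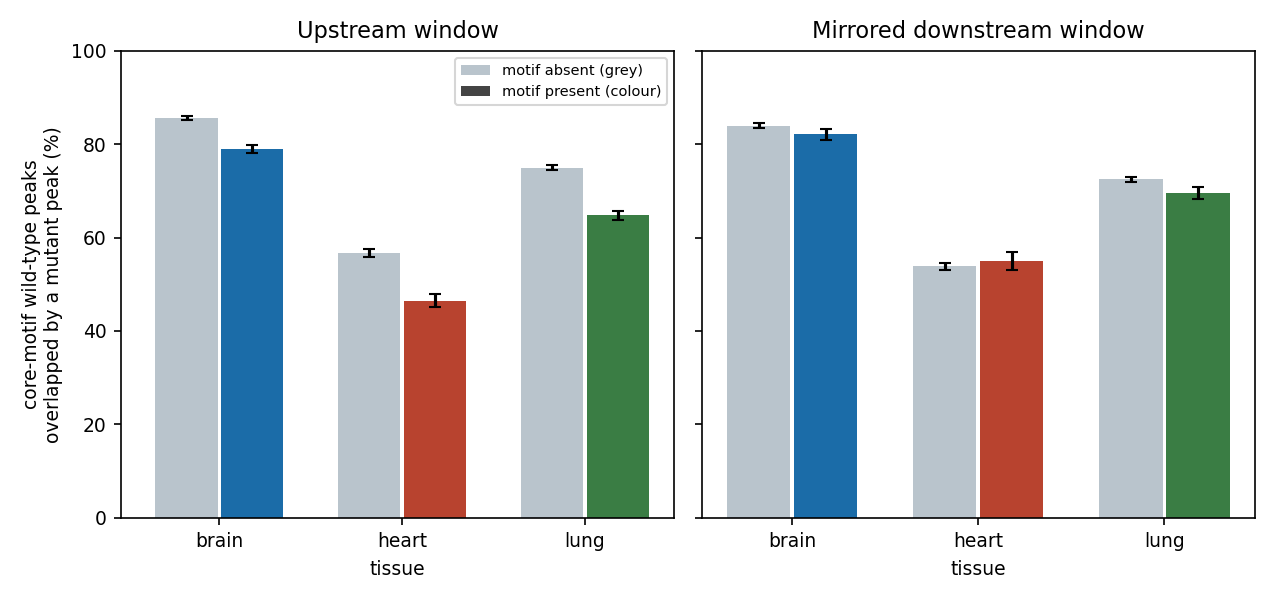
Share of wild-type core-motif peaks overlapped by a mutant peak (y axis, percent) in brain, heart and lung, for peaks with the upstream consensus (coloured bars) and without it (grey bars), in the upstream window on the left and the mirrored downstream window on the right, with Wilson 95% intervals. In heart the upstream pair stands at 46.5% and 56.8%, while the mirrored pair stands at 55.0% and 53.9%.

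At core-motif sites present in both lists, the recovered summit pileup was compared after division by the background of its list. The median log2 ratio of mutant to wild type was -0.27 with the upstream motif and 0.02 without it in brain, -0.33 and -0.23 in heart, and -0.65 and -0.29 in lung. Without the spike-in factors, only the contrast between the classes of site can be read from these ratios. The difference of the medians was -0.30 in brain, -0.10 in heart and -0.36 in lung, against -0.03, 0.00356 and -0.03 for the mirrored window.

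Annotation of the peaks differed between the classes. Promoters held 9.92% of wild-type-only brain peaks (9.22 to 10.7%), 20.4% of shared wild-type peaks (19.9 to 20.8%) and 34.2% of mutant-only peaks (33.3 to 35.2%). In heart, the promoter shares were 14.9% (14.2 to 15.6%), 22.1% (21.3 to 22.9%) and 29.6% (26.6 to 32.8%). In lung, they were 20.3% (19.6 to 20.9%), 21.1% (20.6 to 21.5%) and 37.7% (36.0 to 39.5%). Intergenic sequence held 38.3%, 34.3% and 22.7% of these classes in brain, 36.7%, 36.1% and 28.2% in heart, and 32.5%, 33.7% and 22.9% in lung.

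Across tissues, the 6 lists merged into 56247 sites, of which 19565 had a wild-type peak in every tissue. Among the latter, a mutant peak was lacking at 6.43% in brain, 46.3% in heart and 6.63% in lung. A mutant peak was lacking in all 3 tissues at 616 sites, against 38.6 predicted by independent loss, which is 15.9 times as many (exact Poisson 95% interval 14.7 to 17.3 for the observed number). Within deciles of mean wild-type rank the ratio was 5.08.

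By the rule of smallest rank sum, 3 of these sites are named. The first, on chromosome 13 from 111771014 to 111771636 (GRCm38), lies in an intron, with Map3k1 as the gene of the nearest start site, 37564 bp from the brain summit. Its wild-type fold enrichment was 39.7 in brain, 16.5 in heart and 23.5 in lung. Its core motif and the 30 bases before it read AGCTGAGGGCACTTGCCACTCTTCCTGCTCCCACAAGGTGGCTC on the minus strand of chromosome 13, from 111771438 to 111771481. The second, on chromosome 1 from 72877780 to 72878261, is intergenic and lies 3157 bp from the start site of Igfbp5, with fold enrichments of 27.1, 15.0 and 21.7. The third, on chromosome 6 from 34277579 to 34278120, is intergenic and lies 12350 bp from the start site of Gm14546, with fold enrichments of 26.7, 15.4 and 20.03. Distances to start sites are from the brain summit. The upstream motif was called at none of these 3 sites: the best match had 3 mismatches at the first and 4 at the third, and the second had no core motif.

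The wild-type-only peaks of highest fold enrichment were as follows. In brain, an intergenic peak on chromosome 1 from 193698859 to 193699253, nearest to Gm21362, had a fold enrichment of 48.0. Another on chromosome 15 from 34043121 to 34043574, nearest to Gm41290, had 44.8. The start site of Gm21362 was 167934 bp from its peak. No core motif was called at either brain peak, whereas it was called at the heart and lung peaks named next. In heart, an intronic peak on chromosome 11 from 118102721 to 118103492, with Gm11738 as the gene of the nearest start site, had 36.6, and an intergenic peak on chromosome 13 from 110368404 to 110369266, nearest to Gapt, had 35.8. In lung, an intergenic peak on chromosome 2 from 84758808 to 84759214, nearest to Gm19426, had 36.4, and an intronic peak on chromosome 5 from 30201552 to 30201957, nearest to Adgrf3, had 33.0.

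Among mutant-only peaks, the highest fold enrichment in brain was 43.4, at a promoter peak 54 bp from a start site of Pcdhgb4 (chromosome 18, 37720083 to 37720546). No core motif was called at this peak, whereas it was called at the other mutant-only peaks named here. An intronic peak near Adhfe1 (chromosome 1, 9548920 to 9549479) had 25.6. In heart, intergenic peaks near AC124126.1 (chromosome 18, 52956438 to 52956849) and Gm20745 (chromosome 9, 68015050 to 68015459) had 20.5 and 15.7. In lung, an intergenic peak near Ankrd52 (chromosome 10, 128374428 to 128374678) had 26.4, and an intronic peak near Gm25805 (chromosome 16, 8771161 to 8771453) had 23.9.

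The clustered protocadherin genes, a family of neural adhesion genes that the study examined closely, span chromosome 18 from 36930184 to 37841873 with 58 genes. This locus held 22 wild-type and 29 mutant peaks in brain, 19 and 3 in heart, and 25 and 19 in lung. Per the study's methods, binding at most promoters of these genes was weak and hardly found by peak calling at default options. The study therefore chose regions there by hand from the signal. The counts here come from default calls, so an absent peak does not mean absent binding. From signal, the study reported reduced binding at beta-cluster promoters in the mutant. Peaks at beta-cluster promoters were few. There was 1 in wild-type brain, at Pcdhb17, and there were 3 in wild-type lung, at Pcdhb3, Pcdhb17 and Pcdhb19, and none was listed in a mutant library or in heart. These genes were singled out after their values were seen. At gamma-cluster promoters, 14 wild-type and 17 mutant peaks were listed in brain, 15 and 3 in heart, and 14 and 13 in lung. Alpha-cluster promoters held 3 wild-type and 6 mutant peaks in brain, 1 and 0 in heart, and 1 and 1 in lung. At the Pcdhgb4 promoter, the summit pileup was 130 reads in mutant brain, where the wild-type list had no peak, and the same promoter had peaks of both genotypes in heart, with 17 and 30 reads, and in lung, with 28 and 79 reads.

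**Figure D4:**
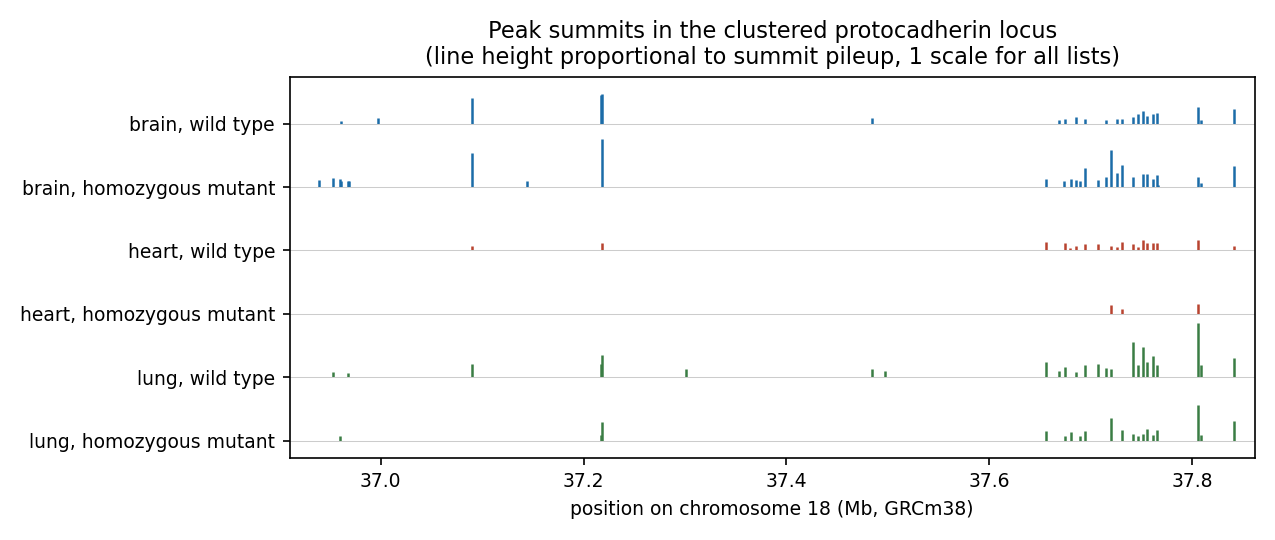
Summits of the peaks of each list along the clustered protocadherin locus (x axis, position on chromosome 18 in Mb, GRCm38), with a row per tissue and genotype and line heights proportional to the recovered summit pileup on a single scale. The mutant heart row holds 3 peaks and the wild-type heart row 19, while the brain rows hold 29 in the mutant and 22 in the wild type.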

Values the study reported

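The study reported that sites with an upstream motif of any of the types it defined made up about 60% of the CTCF sites with lower binding in the mutant. Of all CTCF sites in each tissue, about 20 to 30% were reported to carry such a motif.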

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

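The tests of depth, of the core motif in the net gain, of the share of the net gain near the threshold, of the raised control as a source of the lung fall and of open chromatin shared by all inputs were chosen only after the results were seen.

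The peak number moved in opposite directions between tissues: the log2 ratio of mutant to wild type was 0.091 in brain, -0.87 in heart and -0.45 in lung. With 1 library per tissue and genotype, this difference between tissues was not tested. A shallower mutant library in heart is argued against, since it was 1.12 times as deep as the wild-type library. In lung the mutant library was 0.912 times as deep and in brain 1.04 times, and in these tissues depth and genotype cannot be told apart, because each genotype has 1 library. The raised local background of the wild-type lung list, which was 6.26 times that of the mutant list in the quintile of highest pileup, removes wild-type peaks and so runs against the lung fall. In brain, peaks near the calling threshold were not the whole of the gain, as the ratio was 1.02 at a −log10 q of at least 5. They were the larger part of it, at 70.4% of the net gain of 2356 peaks. Peaks without the core motif made up 84.3% of the net gain. A preference of the mutant brain library for GC-rich DNA stays open. The Spearman rho between GC content and the pileup ratio was -0.00668 at shared core-motif sites outside promoters. Shared sites leave out every mutant-only peak, so this value cannot decide the point. Mutant-only brain peaks had a mean GC content of 53.7%, against 47.8% for wild-type-only peaks. A tissue-specific response to the mutation and a difference in ChIP quality between single libraries both stay open and were not tested. The lists carry no spike-in correction, so the higher peak number in mutant brain does not mean more binding there. From signal scaled by the spike-in, the study reported lower binding of the mutant at many sites in every tissue. Peak number and scaled signal are different measures.

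In the clustered protocadherin locus the number of peaks rose by 7 in the mutant brain, fell by 16 in heart and fell by 6 in lung. This difference between tissues was not tested either, and it goes in the direction of the peak number of the complete lists. A shallower mutant library is argued against in heart by the depth ratio of 1.12. No explanation was tested on this locus alone, and a biological difference between the tissues stays open. Weak binding that default peak calling misses, which the study's methods describe for most promoters here, also stays open as a source.

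A signal appeared in the local background. This background enters the fold enrichment, and so the wild-type lung ranks, quintiles and deciles that rest on it. In the wild-type lung list, the median local background was 6.97 times the genome background in the quintile of highest pileup, while the highest value among the other 5 lists was 1.42. In the wild-type lung list 9.80% of summits lay at the genome background, against 38.9 to 46.9% in the others. Open chromatin shared by all input libraries is argued against by that value of 1.42. CTCF ChIP DNA in the control was predicted, before the test, to give an excess at core-motif peaks outside promoters of at least 0.8 times that at promoter peaks without the motif at equal pileup. The median ratio over 10 deciles of pileup was 0.638, so the prediction was missed by the median. The ratio ranged from 0.431 to 0.970, however. Deciles 8, 9 and 10, those of highest pileup, met the prediction at 0.803, 0.877 and 0.970. ChIP DNA as the only source is thus argued against at lower pileup only, and stays open in those deciles. A mixture of ChIP DNA with a promoter signal also stays open and was not tested. DNA of a mutant CTCF ChIP was predicted to give a lower excess at peaks with the upstream motif, and is argued against by a ratio of 1.24. For this ratio, the 4419 peaks with at most 1 mismatch were set against the 25101 without a call at 2 mismatches. Peaks with exactly 2 mismatches were left out. Which library served as control was not stated, and a mislabelled or exchanged control stays open. No biological explanation was tested. Fold enrichments of the wild-type lung list are lowered by this background, most at its highest peaks.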

How the results depend on the processing

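The settings that cut lists by summit pileup, standardised over deciles of pileup, or placed the upstream motif 8 or 9 bp from the core motif were chosen after seeing the data. The cause of the changes below was not tested unless stated. Values are given in the order brain, heart, lung. The tests over the 3 tissues pair the genotypes by tissue. No paired analysis by replicate was possible because the labels give no replicate numbers, and with 1 library per group no library was left out.

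Of 93 alternative values, 2 reversed and 48 moved beyond the counting limits without reversing. The other 43 stayed within those limits or, for means over the 3 tissues, kept their sign. Such means were judged by sign alone, whatever the size of the change. Both log2-scale and percentage-point means over the 3 tissues kept their sign in all settings run. The reversals concern the core-motif share of wild-type-only minus shared peaks, which became 0.521 in brain and 2.78 percentage points in lung after standardisation over deciles of fold enrichment, and -4.65 in heart. By construction this removes the part tied to peak strength. At a core-motif p of 1e-05 the differences were -21.0, -20.6 and -23.5. With lists of equal length they were -5.20 in heart and -9.40 in lung.

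Peak number ratios were 1.02, 0.561 and 0.745 at the stricter threshold, and 1.096 in brain with all summit lines counted.

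The share of wild-type peaks with a mutant overlap was 82.3, 52.5 and 69.7% at the stricter threshold in both lists, 83.9, 53.9 and 71.5% with that threshold in the counted list only, and 73.3, 46.8 and 60.7% with reciprocal overlap. With summits within 100 bp it was 80.4% in brain and 65.9% in lung. With equal lengths it was 80.5, 71.3 and 81.1% by −log10 q, and 80.5, 72.1 and 81.7% by pileup. The converse share was 79.8, 93.6 and 93.1% at the stricter threshold and 79.5, 71.6 and 80.8% with equal lengths. Cutting the longer list shortens only that list, which by construction cannot raise the share of the other list. The share of the cut list rose because the peaks removed from it were overlapped less often than those kept.

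The difference tied to the upstream motif stayed negative in every tissue and setting. With at most 1 mismatch it was -11.6, -17.9 and -18.6 percentage points, and at the preferred spacing -9.96, -14.2 and -14.5. Standardised over deciles of pileup it was -5.29, -12.0 and -8.84, and over deciles of fold enrichment -12.3 in heart and -6.61 in lung. It was -8.57 in heart at a core-motif p of 1e-05 and -9.01 in lung with equal lengths.

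The ratio of observed to predicted sites lost in all 3 tissues was 55.9 with lists of equal length, where 2.11 sites were predicted, and 5.08 within deciles of rank. Counts at the protocadherin locus stayed within the limit set for counts at the stricter threshold.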

Other observations

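The mirrored window was fixed as a background before the data were examined, but its values had been seen when it was weighed as an explanation, so that test and the upstream-motif shares of the sites lost in all 3 tissues were chosen after the results were seen.

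A smaller share of wild-type peaks with the upstream motif had a mutant peak. Weaker wild-type peaks at such sites are argued against as the whole cause. The mean difference over the 3 tissues was -8.72 percentage points after standardisation over deciles of summit pileup. It went from -6.61 to -5.29 in brain and from -10.1 to -8.84 in lung, so a part there stays open to peak strength. In heart it went from -10.3 to -12.0. Base composition around the core motif is argued against as the whole cause. The mirrored window gave 28.2% of the upstream difference in brain, 28.7% in lung and the opposite sign in heart, with intervals apart from those of the upstream window in each tissue. In brain and lung a part of that size stays open to it. A dependence of mutant binding on the upstream motif may therefore underlie the difference, as a hypothesis from 1 library per group.

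Sites with a wild-type peak in every tissue lost their mutant peak in all 3 tissues more often than independent loss predicts. Weak sites that fall under the threshold everywhere are argued against as the whole cause, since the ratio was 5.08 within deciles of mean wild-type rank. Among the 468 of these 616 sites with a core motif under the wild-type brain summit, the upstream motif was called at 43.2% (Wilson 95% interval 38.7 to 47.7%), against 26.5% (25.8 to 27.2%) at the other sites with a wild-type peak in every tissue. The 3 sites named in the report are not among those with the motif as called here. The second of them had no core motif, so no upstream call could be made there. Other types of upstream motif that the study defined were not scored. Whether an upstream motif accounts for each loss can thus not be said.

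Mutant-only peaks lay at promoters more often than wild-type-only peaks in all 3 tissues, by 24.3 percentage points in brain, 14.8 in heart and 17.4 in lung. Matching on summit pileup over background left 21.3 percentage points in brain, 9.66 in heart and 8.45 in lung, so weak peaks of both genotypes alone are argued against. A change in accessible promoters and a difference in ChIP background between the libraries both stay open and were not tested.

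Among wild-type-only core-motif peaks, the upstream motif was called at 36.4% in brain, 31.0% in heart and 35.7% in lung. These shares are lower than the share of sites with reduced binding quoted from the study above. The comparison is not like for like, since a single consensus at peaks without an overlap was counted here, and several motif types at sites of reduced signal were counted there. The same holds for the share over all wild-type core-motif peaks, which also depends on the call. It was 28.2% in brain, 26.7% in heart and 28.4% in lung with at most 2 mismatches, where the mirrored window gave 14.4%, 14.1% and 14.6%. It was 12.2%, 9.31% and 12.6% with at most 1 mismatch, and 20.5%, 18.6% and 20.7% at a spacing of 8 or 9 bp with at most 2 mismatches.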
